# Overexpression of the Bacteriophage T4 *motB* Gene Alters H-NS Dependent Repression of Specific Host DNA

**DOI:** 10.3390/v13010084

**Published:** 2021-01-09

**Authors:** Jennifer Patterson-West, Chin-Hsien Tai, Bokyung Son, Meng-Lun Hsieh, James R. Iben, Deborah M. Hinton

**Keywords:** bacteriophage T4, MotB, H-NS, nucleoid, host takeover, DNA-binding protein, RNA-seq, transcriptome analysis

## Abstract

The bacteriophage T4 early gene product MotB binds tightly but nonspecifically to DNA, copurifies with the host Nucleoid Associated Protein (NAP) H-NS in the presence of DNA and improves T4 fitness. However, the T4 transcriptome is not significantly affected by a *motB* knockdown. Here we have investigated the phylogeny of MotB and its predicted domains, how MotB and H-NS together interact with DNA, and how heterologous overexpression of *motB* impacts host gene expression. We find that *motB* is highly conserved among *Tevenvirinae*. Although the MotB sequence has no homology to proteins of known function, predicted structure homology searches suggest that MotB is composed of an N-terminal Kyprides-Onzonis-Woese (KOW) motif and a C-terminal DNA-binding domain of oligonucleotide/oligosaccharide (OB)-fold; either of which could provide MotB’s ability to bind DNA. DNase I footprinting demonstrates that MotB dramatically alters the interaction of H-NS with DNA in vitro. RNA-seq analyses indicate that expression of plasmid-borne *motB* up-regulates 75 host genes; no host genes are down-regulated. Approximately 1/3 of the up-regulated genes have previously been shown to be part of the H-NS regulon. Our results indicate that MotB provides a conserved function for *Tevenvirinae* and suggest a model in which MotB functions to alter the host transcriptome, possibly by changing the association of H-NS with the host DNA, which then leads to conditions that are more favorable for infection.

## 1. Introduction

Bacteriophage genes of unknown function comprise an abundance of ”dark matter” in the biological universe [1]. One such gene is the phage T4 *motB*, which encodes an early gene product. Although nonessential under normal laboratory conditions, our previous work has demonstrated that a *motB* knockdown yields a 2-fold lower burst than wild type (WT) T4, indicating that it contributes to phage fitness and that purified MotB binds tightly to both unmodified and T4 modified (5-glucosylated, hydroxymethylated cytosine) DNA [2]. Given that *motB* encodes an early protein, these results would be consistent with a role for *motB* in T4 gene expression, as is seen for the T4 early genes *asiA* and *motA*, which are required for middle gene activation [3]. In fact, *motB* was named as a modifier of transcription, from very early work suggesting that a large T4 genomic deletion that removed *motB* affects some T4 middle gene expression [4]. However, our global transcriptomic analyses have demonstrated that a T4 *motB* knockdown does not significantly affect T4 RNA levels [2].

Unexpectedly, our previous work also showed that when bound to DNA, MotB co-purifies with the highly abundant *Escherichia coli* histone-like protein H-NS and its less abundant paralog StpA [2], suggesting that MotB might work by affecting these host proteins. In the bacterial nucleoid, H-NS and StpA, along with other members of the Nucleoid Associated Proteins (NAPs) family, form higher-order nucleoprotein complexes with the host genomic DNA, organizing the DNA within the nucleoid and leading to transcriptional effects through regulation of specific genes [5,6,7,8,9,10].

H-NS binds preferentially to AT-rich sequences [11,12]. Consequently, as xenogeneic genes can display a higher AT content than that of the *E. coli* genome, which is 49.2% AT, H-NS can also protect bacteria from the expression of foreign genes by preferentially binding to their DNA [13,14]. For example, the lytic bacteriophages T7 (52% AT) and T4 (65% AT) would potentially be vulnerable to H-NS repression, and both phages encode anti-H-NS strategies to combat this silencing. The T7 5.5 protein inhibits H-NS by interacting tightly with the central dimerization domain of H-NS, abrogating H-NS oligomerization and the formation of higher-order nucleoprotein complexes [15,16]. In T4, the Arn protein, a structural DNA mimic, sequesters H-NS by binding to its DNA binding domain [17]. However, since the T4 *motB* knockdown does not affect the T4 transcriptome [2], it seems likely that MotB might function in another H-NS-related capacity, rather than to provide a mechanism to relieve H-NS repression of phage gene expression.

To obtain a better understanding of the role of *motB*, we have used *in silico* analyses to investigate the conservation of *motB* and its relationship with domains of known function. We have also used RNA-seq to determine how the presence of MotB affects host gene expression and DNase I footprinting to investigate how MotB affects the interaction of H-NS with DNA. Our results indicate that *motB* is a highly conserved gene among *Tevenvirinae*, suggesting that its DNA binding activity provides an important function among these phages. We find that MotB affects the interaction of H-NS with DNA *in vitro* and that heterologous expression of *motB* in *E. coli* results in the up-regulation of 75 host genes, approximately one-third of which constitute a specific subset of genes that are normally repressed by H-NS. We speculate that DNA-binding by MotB functions to improve phage infection in a heretofore unrecognized way by altering the expression of specific host genes, some of which are normally repressed by H-NS.

## 2. Materials and Methods

### 2.1. Strains

The *E. coli* strain BL21(DE3) [18,19] has been described. LB medium (Quality Biological, Gaithersburg, MD, USA) was used, and cells were grown at 37 °C with shaking at 250 rpm.

### 2.2. DNA

The following plasmids have been described: pNW129, a pACYC-based vector plasmid [20] and pNW129-*motB* (referred to as p*motB*) in which *motB* is located downstream of the inducible promoter P_BAD_ [2]. T4 genomic DNA (gDNA) was purified as previously described [2]. *E. coli* gDNA was purified from an overnight culture of BL21(DE3). *E. coli* cells, harvested by centrifugation at 16,000× *g* for 1 min, were resuspended in lysis buffer containing 0.934 X TE [10 mM Tris-Cl (pH 7.9), 1 mM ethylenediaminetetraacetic acid (EDTA)] buffer and 0.6% sodium dodecyl sulfate (SDS) and then incubated at 37 °C for 1 h. Lysed cells were centrifuged at 16,000× *g* for 5 min to remove cell debris, and the DNA was extracted as described previously for T4 gDNA [2]. After DNA extraction, DNA was purified by ethanol precipitation, resuspended in TE buffer, and incubated at 55 °C for 1 h to fully dissolve the DNA.

To obtain ^32^P-5’-end-labeled fragments containing the *E. coli* promoter for *proV* (P*_proV_*) or the T4 late promoter for gp8 (P_l8_), PCR was performed using purified *E.coli* gDNA or T4 gDNA, respectively, Pfu Turbo polymerase (Stratagene, San Diego, CA, USA), a nonradioactive bottom strand primer, and a 5′-^32^P-labeled top strand primer, which had been previously treated with T4 polynucleotide kinase (Affymetrix, Santa Clara, CA, USA) in the presence of [γ-^32^P]ATP. Primers [purchased from Integrated DNA Technologies (Coralville, IA, USA); Table S1] annealed such that the resulting fragments were composed of positions −143 to +75 relative to the transcription start site (TSS) of P_l8_ and positions −71 to +201 relative to the TSS P*_proV_*. The PCR-generated DNA was isolated after gel electrophoresis using Elutrap (GE Healthcare, Chicago, IL, USA) and ethanol precipitated.

### 2.3. Proteins

MotB containing a C-terminal His_6_-tag (MotB-His) and H-NS were purified as previously described [2]. After purification, MotB-His and H-NS were stored in MotB storage Buffer [50 mM Tris-HCl (pH 8.0), 0.1 mM EDTA, 50 mM NaCl, 0.01% (*v*/*v*) Triton X-100, 50% (*v*/*v*) glycerol, 0.1 mM dithiothreitol (DTT)] and H-NS storage Buffer [10 mM potassium phosphate (pH 7.5), 200 mM NaCl, 0.1 mM EDTA, 50% (*v*/*v*) glycerol], respectively, at −20 °C.

### 2.4. In Silico Analyses of motB

To search for homologs of MotB, we first used Position-Specific Iterative Basic Local Alignment Search Tool (PSI-BLAST) [21] against the RefSeq database to search for similar sequences in other species. The ”expect threshold” was set to 10^−3^, the PSI-BLAST threshold was set to 0.005, and the BLOSUM62 scoring matrix was set to iterate three times. Only annotated phage proteins (Accession prefix with ”NP_“ or ”YP_”) were then included in a multiple sequence alignment generated by Constraint-based Multiple Alignment Tool (COBALT) [22] for tree building. To calculate distances within the tree, BLOSUM62 was used to measure the similarity between sequences in the alignment, and an Unweighted Pair-Group Method using Arithmetic mean (UPGMA [23]) tree was constructed using JalView 2.11.1.3 [24]. The order of the proteins in the multiple sequence alignment was then re-ordered according to the tree. The taxonomy of the organism’s homologs was obtained from the NCBI Taxonomy Browser: (https://www.ncbi.nlm.nih.gov/Taxonomy/Browser/wwwtax.cgi?id=1198136).

For the MotB homologs that had been assigned to bacterial sources, we searched in the NCBI identical protein database to compile a list of all identical proteins. The geographic location, isolation source, and environmental context for each protein was subsequently determined by identifying the NCBI BioSample associated with the corresponding NCBI Assembly.

To search for possible functional domains within MotB, we performed profile-profile search for remote homologs using the Max Planck Institute Bioinformatic Toolkit HHsearch/HHpred [25,26,27] version 3.2.0 with default settings. The protein sequence and structural family organization of the HHpred top hits were then further investigated using EMBL-EBI Pfam [28] (https://pfam.xfam.org/) version 33.1, SCOP [29] (Structural Classification of Proteins http://scop.mrc-lmb.cam.ac.uk/legacy/ version 1.75) and SCOPe [30,31] (Structural Classification of Proteins-extended https://scop.berkeley.edu/ version 2.07 databases).

### 2.5. DNase I Footprinting

Footprinting was performed as previously described [2]. Briefly, solutions were assembled in a total volume of 10 µL containing 0.05 pmol ^32^P-5’-end-labeled DNA, buffer [40 mM Tris-acetate (pH 7.9), 150 mM potassium glutamate, 4 mM magnesium acetate, 0.1 mM EDTA, 0.1 mM DTT, 0.1 mg/mL BSA], and the indicated amount of MotB-His (4 µL) and/or H-NS (2 µL). For the sequential addition experiments, the protein at the constant concentration was added for 10 min at 37 °C before adding the protein being titrated.

### 2.6. Purification of Total RNA and RNA-seq Analyses

*E. coli* BL21(DE3) cells containing either the vector pNW129 or p*motB* were streaked on 1.5% (*w/v*) LB plates containing 40 µg/mL kanamycin and 0.5% (*w/v*) glucose. Overnight cultures from single colonies were grown in LB containing 40 µg/mL kanamycin and 0.025% (*w/v*) glucose. The next morning inoculums were diluted to an OD_600_ of 0.1 with LB and grown to an OD_600_ of ~0.3, when arabinose [final concentration 0.2% (*w/v*)] was added. At 20 min post-induction (OD_600_ ~0.5), RNA was isolated using method II as described [32]. Total RNA was analyzed on an Agilent 2100 Bioanalyzer (Santa Clara, CA, USA) using the Agilent RNA 6000 Nano Kit to evaluate the quality of the sample.

The cDNA library was prepared using a modified RNATagSeq workflow as previously described [33]. Optimum fragmentation of the total RNA samples in this library was determined to be 3 min at 94 °C in FastAP buffer (Thermo Fisher Scientific, Waltham, MA, USA). The cDNA library was run on a Bioanalyzer using the Agilent High Sensitivity DNA Kit to evaluate the quality of the library. The concentration of the cDNA library was determined by qPCR using the KAPA Library Quantification Kit (Kapa Biosystems, Wilmington, MA, USA) and CFX96 Real-Time PCR Detection System (Bio-Rad, Hercules, CA, USA). Sequencing was performed by the NIDDK Genomics Core facility using a MiSeq system with the single-end 50 bp Sequencing Kit (Illumina, San Diego, CA, USA).

RNA-seq data were processed as previously described using *E. coli* BL21(DE3) (NC_012971.2) as the reference genome [34]. Differential expression between conditions was represented as a fold change, and genes with a fold difference (FD) ≥ 2, an adjusted p-value ≤ 0.05, and mean reads ≥ 5 were considered significant. RNA-seq data is available in the National Center for Biotechnology Information (NCBI) database (GEO #GSE152170) and in Table S2. Visualization of the transcriptomics data into representative categories was performed using a modified version of the EcoCyc Omics Dashboard tool (ecocyc.org) as described [35].

## 3. Results

### 3.1. In Silico Analyses Predict That MotB Contains Both a KOW and an OB-Fold Domain

To elucidate possible functions for MotB, BLAST and PSI-BLAST were first performed in the hope of finding proteins of known function with high sequence similarity. However, this analysis did not reveal any such characterized proteins; only *motB* homologs within the *Tevenvirinae* subfamily of *Myoviridae* were observed (detailed below). Consequently, we employed a predictive structural homolog search using HHpred, and we investigated domain organizations further using the Pfam, SCOP, and SCOPe databases. The top 10 HHpred hits for MotB are listed in Table S3. These analyses predicted that MotB contains two domains (Figure 1), an N-terminal domain (NTD) related to the Kyprides-Onzonis-Woese (KOW) motif [36] and a C-terminal domain (CTD) related to the DNA-binding domain of oligonucleotide/oligosaccharide (OB)-fold [37].

Within the Pfam classification, 8 of the top 10 hits, which aligned to MotB^NTD^ residues 6 to 45, contained a predicted KOW-like domain. Furthermore, all of the HHpred hits with a probability >50% indicated that the MotB^NTD^ belongs to the all-beta, b.35.5 SCOPe Superfamily named “Translation proteins SH3-like domain”, and many of these family members also contain a KOW motif. KOW domain proteins, which are found in all domains of life, are known to mediate both protein-protein and protein-nucleic acids interactions [36] and include the highly conserved transcriptional elongation factors human hSpt5 [38] and bacterial NusG [39,40] as well as various ribosomal proteins.

The MotB^CTD^ is predicted to belong to the SCOPe Family b.40.4.5, cold shock DNA-binding domain of OB-fold. Members of this family have also been shown to mediate protein-DNA, protein-RNA, and protein-protein interactions [42]. In this case, the closest hits to MotB^CTD^ were the translation initiation factor 5A found in two archaeal species, 1BKB from *Pyrobaculum aerophilum* and 2EIF from *Methanococcus jannaschii*.

We conclude that MotB is likely a two-domain, N-terminal KOW/C-terminal OB-fold protein. As both KOW and OB-fold motifs are known to be involved in protein-nucleic acids interactions, either of the domains could account for MotB DNA binding activity.

### 3.2. MotB Is Highly Conserved among T-Even Phage

As the *motB* gene lies in a large, nonessential region of the T4 genome [4], it was important to determine its level of conservation. Consequently, we performed a homology search, as described in Materials and Methods. We found 112 homologous proteins from 54 species (Table S4). All but 10 of these proteins are within genomes found in the Myoviridae family/Tevenvirinae subfamily of the genera *Tequatrovirus, Gaprivervirus, Dhakavirus, Mosigvirus*, or unclassified. The other 10 hits were found within bacterial genomes having a WP_ accession prefix, indicating a non-redundant match across multiple strains and species (Tables S4 and S5). These hits, which arose from proteins found in specific strains of *E. coli*, *Salmonella enterica*, and *Bacillus cereus,* were further investigated by compiling a list of all identical proteins and determining geographic location, isolation source, and environmental context of each protein indicated in their corresponding NCBI BioSample entry (Table S5). The identical protein list revealed that 2 of the hits contained proteins from both bacterial and phage origin, whereas the remaining 8 hits presumably only contained proteins from bacteria. However, the BioSample entry for these proteins indicated a heterogeneous sample source, including cell culture from a poultry farm, ground meat, humans, cattle, and phage infections. Due to the heterogeneity of these assemblies and our suspicion that they arose from phage contamination, we removed the 10 ‘bacterial’ hits from the multiple sequence alignment before continuing.

We generated a multiple sequence alignment of the remaining 102 phage homologs (Figure S1). This analysis showed that the proteins fall into four distinct groups: Category 1 (names in magenta), 51 proteins that are highly similar to MotB in both the NTD (KOW) and the CTD (the cold shock DNA-binding domain of OB-fold region); Category 2 (names in blue), 25 proteins that retain similarity in the CTD, but have a different NTD region; Category 4 (names in green), 25 proteins that have similarity in the CTD, but have another distinct NTD motif; and Category 3 (name in grey), 1 hypothetical peptide of only 29 amino acids in phage RB69 that aligns nearly perfectly to the highly conserved CTD core motif found in categories 2 and 4. Additional entries for Category 3 may have been missed since a protein of such a small size might not have been automatically annotated.

Category 2 contains another T4 early protein of unknown function, MotB.1, which is encoded by the gene immediately upstream of *motB*. The T4 MotB and MotB.1 proteins share a conserved CTD but have different NTD regions (Figure S1). The high similarity between the CTD’s of MotB and MotB.1 suggests that within *Tevenvirinae* phages, one gene might have arisen from a duplication of the other. Categories 2, 3, and 4 represent proteins that have more homology within their CTDs to MotB.1 than to MotB. Besides T4, 40 other phage genomes had both a *motB* and *motB.1*, including one phage, RB69, which had two copies of *motB*, 1 copy of *motB.1*, and the 29 aa peptide in Category 3 (Table S6).

The sequence alignments were then used to calculate distance and generate a UPGMA tree. The tree shows that the MotB group (Category 1, colored in magenta) represents a distinct branch from the branches containing the MotB.1 group (Categories 2-4 colored in blue, grey, and green, respectively) (Figure 2). There was no clear correlation between the particular tree branch and the specific phage genera (Table S4). In a previous classification of *Myoviridae* subfamilies, MotB along with the T4 Pin and T4 ModA proteins was used to subdivide the *Teequatrovirinae* (i.e., *Tevenvirinae*) subfamily into ”T4-like” and the ”KVP40-like” groups [43]. Using this classification, all of the homologs were within the ”T4-like” phage group.

Our phylogenetic analyses demonstrate that despite its position within a region of the T4 genome that is nonessential under normal laboratory conditions, *motB* and the related gene *motB.1* are highly conserved within *Tevenvirinae*. It seems highly likely that *motB*, and the DNA binding activity encoded by its gene product, fulfills an important biological role for the phage.

### 3.3. MotB Affects the Interaction of H-NS with DNA

Despite its ability to bind both unmodified and modified DNA, our previous work indicated that MotB is not involved in the regulation of the T4 transcriptome; instead, we made the unexpected finding that during purification, MotB co-purifies with DNA and the NAP proteins H-NS and its analog StpA [2]. H-NS primarily interacts nonspecifically with AT-rich regions [11,12]. Such regions are frequently found within genes that have been horizontally transferred into the *E. coli* genome. Consequently, the H-NS/DNA interaction typically silences the expression of these xenogeneic genes [12]. However, H-NS is also known to have some preferred host sites, including those downstream of the TSS of the *E. coli proV* gene [44]. Thus, to investigate whether MotB can affect the interaction of H-NS with DNA, we performed DNase I footprinting (Figure 3A) with a sequence surrounding the *proV* promoter P*_proV_*(Figure 3B).

As expected, increasing concentrations of H-NS alone resulted in protected regions downstream of the P*_proV_* TSS that were similar to previously obtained footprints of H-NS at the *proV* gene [[44,45]; Figure 3A, lanes 3–6, protected regions indicated by red bars]. In contrast, increasing concentrations of MotB alone resulted in no significant change in the footprint, until a ratio of ~2.4 MotB monomers: 1 bp was achieved, at which point protection of nearly the entire region was observed (Figure 3A, lane 10). This result was similar to our previous MotB footprinting results using a different fragment of DNA [2].

We then investigated the effect of adding MotB and H-NS together. We kept the amount of either H-NS or MotB at 16 pmol (a protein:bp ratio of 1.2:1; Figure 3A, lanes 5 and 9, respectively) and varied the amount of the other protein from 4, 8, 16, to 32 pmol. In one case, we added the proteins together (Figure 3A, lanes 11–18), while in the other case, we added the proteins sequentially, incubating the first protein with the DNA for 10 min at 37^o^ C before adding the second protein (Figure 3A, lanes 20–27.) Two results were striking. First, despite which protein was added first, the footprints were more like those seen with the highest level of MotB alone (32 pmol, lane 10) rather than those seen with high levels of H-NS alone (lanes 5 and 6). Second, the level of protein needed to achieve complete protection was now observed with 16 pmol of MotB rather than 32 pmol (compare lane 9 having 16 pmol of MotB alone with lanes 13, 15–18, 22, 24–27). The most complete protection level was observed in the presence of both H-NS and MotB, suggesting that binding could be cooperative. Together these results suggested that the protein/DNA interaction mediated by MotB dominates over that of H-NS and that perhaps H-NS aids MotB in its interaction with DNA. We conclude that the binding of H-NS to *proV* is dramatically altered by the presence of MotB.

In a similar manner, we also investigated the binding of H-NS to a fragment containing the promoter for the T4 late gene *8* (positions −143 to +75 relative to the TSS). Our previous work had indicated that at the very start of late gene expression there is a minor decrease in gene 8 RNA levels in a *motB* knock-down infection, but this was not significant later in infection when late gene expression is high [2]. The DNase I footprints observed with this DNA (Figure S2) yielded similar results to those observed with P*_proV_*. Increasing levels of H-NS resulted in the protection of portions of the DNA, while MotB gave either no protection at lower levels or total protection at a ratio of 2.9 MotB:1 bp DNA. Again, in the presence of both proteins, the patterns resembled that of MotB, not H-NS. These results again suggested that MotB alters H-NS binding.

### 3.4. Expression of motB Results in Up-Regulation of 75 Host Genes, a Subset of Which Are Repressed by the Histone-Like Protein, H-NS

Given that MotB altered the interaction of H-NS with DNA *in vitro,* we wondered whether the heterologous expression of *motB* would affect host gene expression *in vivo*. To investigate, we performed RNA-seq analyses of RNA isolated after expression of *motB* in exponentially growing *E. coli*. 

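RNA came from 6 cultures of *E. coli* BL21(DE3), a B strain that carries the defective λ lysogen DE3. There were 3 cultures with p*motB*, in which arabinose induces the T4 *motB* gene, and 3 with the vector pNW129. Each culture received 0.2% arabinose at an OD_600_ of about 0.3, and RNA was isolated 20 min later. The libraries were read as single-end reads of 50 bp. The authors mapped the reads to the BL21(DE3) genome and counted them per locus, and these raw counts, without normalization, are the values used here. The aligner, the counting program and the strandedness are not given in the sources used here. The count table lists 4496 loci by locus tag or gene symbol. Total counts per library were 24392447, 39324337 and 48707434 for the p*motB* replicates and 22668895, 21191236 and 27095925 for the vector replicates. The 20 loci with the most reads took between 58.0% and 63.3% of each library, so the median count of a tested locus was only 128 to 223 per library. Among the 40 loci with the most reads, 20 had another locus whose count lay within 0.5% in every library, and values of such repeated loci are uncertain. Counts were normalized with edgeR's TMM method and tested with its quasi-likelihood F-test, with Benjamini-Hochberg adjustment over the 4376 loci with a mean of at least 5 reads in one or both groups. Genes were called up-regulated or down-regulated at the paper's thresholds of FD, adjusted p-value and mean reads, with the last met in at least one group. The common biological coefficient of variation among replicates was 0.11. The row named *motB* in the count table stands among the host loci and had 17, 16 and 18 reads in the p*motB* libraries and 15, 24 and 14 in the vector libraries. Reads on the plasmid-borne T4 gene were not analysed here, so the induction itself was not measured.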

As T4 is classically cultured in *E. coli* B, we used BL21(DE3) as the host. We chose 20 min after *motB* expression for the RNA isolation in order to observe early changes, and thus more direct effects of MotB. Importantly, at this time point, the level of protein is not detectable by SDS-PAGE, and the cells are still growing similarly to those containing the vector plasmid [2].

Our RNA-seq analyses indicated that 75 host genes were significantly up-regulated with a FD ≥ 2, adjusted *P*-value ≤ 0.05, and mean reads ≥ 5 (Table S2). 

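In the counts, 79 loci were called up-regulated by edgeR's quasi-likelihood F-test, and in each of the 79 every p*motB* library lay above every vector library after normalization. Over all tested loci, every p*motB* library lay above every vector library in 534 (12.2%), where chance alone gives 5% in this direction with 3 libraries against 3. Counting both directions, the groups did not overlap in 905 loci (20.7%), where chance gives 10% on average, so the share of decreases was also above its average under chance. Loci of the same libraries are not independent, so a single grouping can exceed these averages by chance. The shares under other groupings were not compared. Of the 75 genes in Table S2, 73 were among the 79. When the adjustment was made over the list alone, all 75 passed, but the list was chosen on these same libraries and the count is not independent evidence. The 2 genes not called were *sieB* (ECD_RS07125) and *nanM* (ECD_RS22015). *sieB* had a log2 fold change of 1.87 (standard error 0.46, edgeR adjusted p = 0.0508), from counts of 12, 27 and 44 with p*motB* and 8, 2 and 9 with the vector. *nanM* had a log2 fold change of 1.27 (standard error 0.37, edgeR adjusted p = 0.0987). The other 6 calls were loci that Table S2 does not list, among them *moaD* at a log2 fold change of 1.10 (standard error 0.22, edgeR adjusted p = 0.0210). The setting that moved the count most without leaving out loci was a test of the fold itself against 2 (edgeR's glmTreat), which called 48 genes, all of them in Table S2. DESeq2 called 77 genes, including all 75 of Table S2. With 1 library left out at a time, between 64 and 91 genes were called, from 0 to 19 of them outside Table S2.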

No genes were significantly down-regulated. 

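No gene met the thresholds in the downward direction in edgeR's quasi-likelihood F-test or in DESeq2. Without adjustment, 5 genes were at least 2-fold lower with p*motB* at p below 0.05 in edgeR and 4 in DESeq2. Smaller decreases passed the adjusted p-value alone in 18 genes in edgeR and 21 in DESeq2. The lowest of the 18 in edgeR was ECD_RS09460, a locus chosen here after its value was seen, at a log2 fold change of −0.79 (standard error 0.10, adjusted p = 0.000998), from 8.49 ± 0.964 CPM (SD, n = 3) with p*motB* and 14.7 ± 1.10 CPM (SD, n = 3) with the vector. The count of decreases rests on the scaling of the libraries. When they were scaled by total counts alone, the median log2 fold change of all tested genes was −0.44, against −0.01 with TMM, and 43 genes were called down-regulated beside 57 called up-regulated. With TMM the 43 had a median log2 fold change of −0.76, and 5 of them were at least 2-fold lower. Without p*motB* replicate 1, 2 genes were called down-regulated, ECD_RS05145 and ECD_RS15300, and without p*motB* replicate 3 there was 1, ECD_RS05480.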

More than 50% of the affected genes were associated with either the defective λ lysogen DE3 or other prophages/cryptic prophages present in the chromosome with many of the genes located downstream of the λ DE3 P_L_ or P_R_ promoters. 

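Of the 73 genes of Table S2 called here, the table assigns 35 to λ DE3, 4 to prophages, 1 to a lambdoid phage and 1 to the DLP12 prophage. These 41 genes make 56.2% of the 73, with a 95% Wilson interval from 44.8% to 67.0%. The interval treats the genes as independent, which the genes of the same prophage are not. The DE3 lysogen was followed as the 55 loci from *int* (ECD_RS03715) to ECD_RS03990 in the order of the count table. Of these, 41 were tested and 39 called up-regulated, in edgeR with all libraries and with any 1 left out. Whether the vector cultures carried the prophage was not settled by these counts, and leaving out libraries does not test it. Their reads made between 0.0488% and 0.0666% of the p*motB* libraries and between 0.0123% and 0.0137% of the vector libraries. The vector libraries held 0 reads on 15 of the 41 tested loci, and no other tested locus of the chromosome was at 0 in all 3. The median fitted log2 fold change of the 41 was 7.05, and 5.56 with those 15 loci set to the lower bound that 3 reads over the vector libraries together would give. The 2 tested loci that were not called, ECD_RS03730 and ECD_RS03850, were also higher with p*motB*. ECD_RS03850 had 2262, 2209 and 2555 reads in the vector libraries, and 7 of the 55 loci had at least 20 reads in each of them. The remaining 14 loci of the span were not tested, since no library of either group held more than a few reads there, with at most 5 reads for any locus over all 6 libraries.

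**Figure D1:**
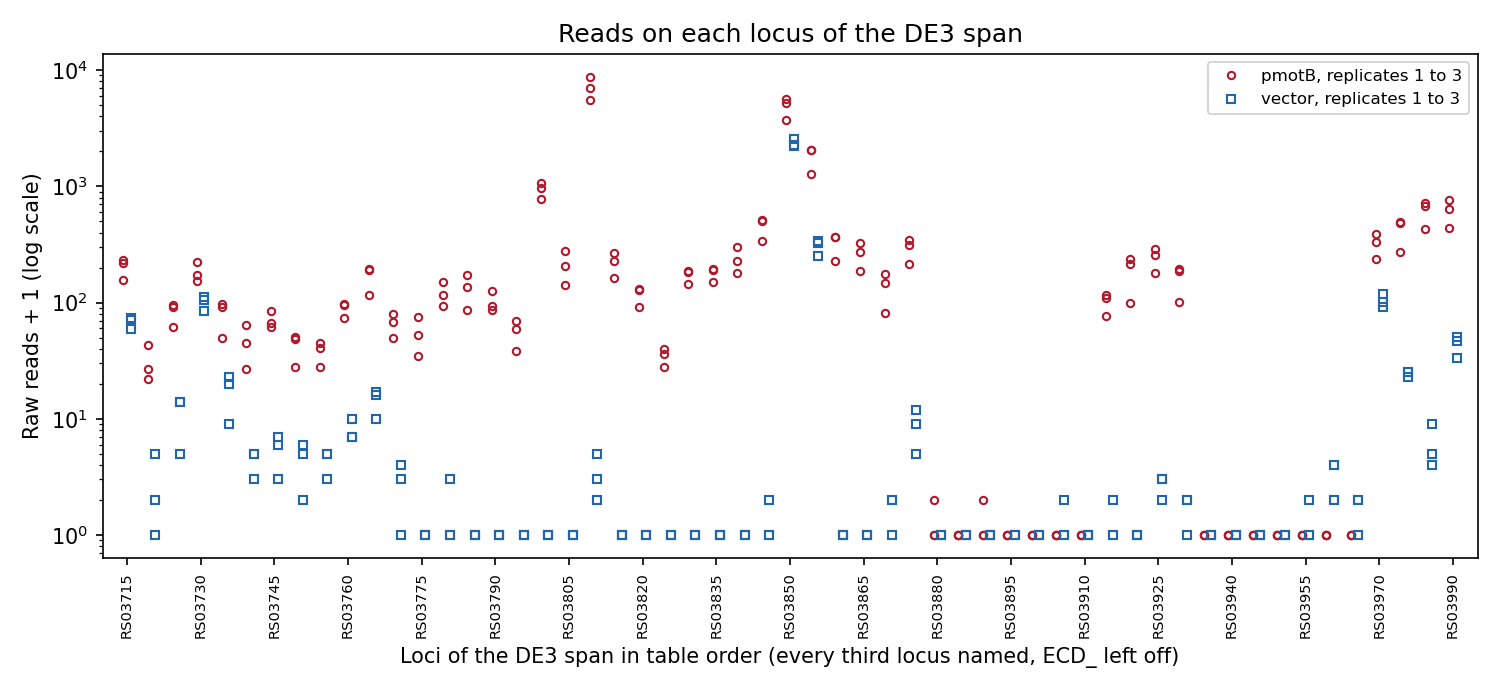
Raw reads plus 1 on a logarithmic axis for each of the 55 loci of the DE3 span, in the order of the count table. Circles are the 3 p*motB* libraries and squares the 3 vector libraries, and points at the bottom are 0 reads. The reads are not normalized. The vector libraries are at 0 on 15 of the tested loci, whereas ECD_RS03850 holds at least 2209 reads in each of them, and 14 loci are near 0 in both groups.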

Several of the phage genes were up-regulated more than a 1000-fold: λ*cI*, λ*cII*, λ*O*, λ*S*, λ*R*, DLP12 *ybcV,* and DLP12 *ybcW*. 

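Most of these genes had no read in any vector library, so their fold changes are lower bounds, computed with 3 reads over the 3 vector libraries together, and the bounds cover counting error only. λ*cI* (ECD_RS03800) had 774, 968 and 1069 reads in the p*motB* libraries and 0 in each vector library, and was at least 811-fold higher. λ*O* (ECD_RS03815) had 163, 228 and 264 reads against 0 and was at least 189-fold higher. λ*S* (ECD_RS03840) had 177, 226 and 300 reads against 0 and was at least 203-fold higher. For *ybcV* (ECD_RS03860) 228, 364 and 365 reads against 0 gave at least 276-fold, and for *ybcW* (ECD_RS03865) 186, 327 and 269 reads against 0 gave at least 226-fold. With 3 reads in each vector library instead, the bound for λ*cI* was 270-fold. λ*R* (ECD_RS03845) had 335, 503 and 509 reads against 1 read in vector replicate 3, a ratio of 1166 with a 95% exact counting interval from 209 to 46088. λ*cII* (ECD_RS03810) was read most, with 5566, 8739 and 7048 reads against 1, 2 and 4, a ratio of 2641 with a 95% exact counting interval from 1281 to 6568. The fitted log2 fold change of λ*cII* was 11.32 (standard error 0.24, adjusted p = 9.76e-10 in edgeR's quasi-likelihood test). The adjusted p of the other 6 genes in the same test ranged from 6.42e-09 for λ*R* to 1.11e-06 for *ybcW*. All 7 genes were called with any 1 library left out, and none when a mean of 5 reads was required in both groups. Such fits cannot tell higher transcription with p*motB* from absence of the prophage in the vector cultures, which was not settled here.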

The significant MotB-mediated up-regulation of genes from the λ DE3 lysogen genes and other prophages within the *E. coli* BL21(DE3) chromosome could be a likely explanation for the cell death that accompanies *motB* expression in this strain [2].

To visualize our transcriptomic data, we used a modified version of the “Pathway Tools Omics Dashboard” (ecocyc.org) (Figure S3), in which a series of panels present genes broadly related to cellular systems. 

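Table S2 assigns 32 of the genes called here to the host. The largest fold change among the 32 was that of *bioD* (ECD_RS04020), with a log2 fold change of 4.08 (standard error 0.18, edgeR adjusted p = 1.50e-07). It was followed by the *zapA* pseudogene (ECD_RS03745), which lies inside the DE3 span, at 3.80 (standard error 0.37, edgeR adjusted p = 0.000104), and by the other 4 *bio* genes. The gene *zapA* itself (ECD_RS02545) came at rank 7, and was at rank 1 of the 17 host genes outside the DE3 span and the 25 tested loci on each side of it. It had 31, 27 and 28 reads with p*motB* and 0, 4 and 7 with the vector, or 0.957 ± 0.339 CPM against 0.121 ± 0.110 CPM (SD, n = 3 each). The log2 fold change was 2.76 (standard error 0.54, adjusted p = 0.0165 in edgeR's quasi-likelihood test), and the smallest p*motB* value lay above the largest vector value. The fold and the call rest on few reads. With 1 library left out at a time the log2 fold change ran from 2.30 (without vector replicate 1, rank 9) to 3.46 (without vector replicate 3, which holds 7 of the 11 vector reads, rank 4). Without p*motB* replicate 2 the edgeR adjusted p was 0.0503 and without vector replicate 2 it was 0.0910. Across the settings tried it ran from 2.85e-05 (edgeR, scaling by total counts alone) to 0.139 (glmTreat, the fold itself tested against 2). The pseudogene had 65, 84 and 60 reads with p*motB*, and reads that match both loci were not separated here.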

Genes that responded to MotB were found in various pathways (biosynthesis, central dogma, cell exterior and response to stimulus), and the gene with the greatest FD (apart from the DE3 or prophage genes) was *zapA*. Overexpression of *zapA* has been shown to increase cell length due to the incorrect localization of FtsZ and ZapB, proteins that are integral to Z-ring formation and cell division; however, overproduction of ZapA does not alter growth rate [46]. In addition, there was up-regulation of three genes that are associated with acid resistance (*evgS*, encoding the acid-sensing histidine kinase EvgS; *slp*, encoding a starvation lipoprotein; and *gadE*, encoding the acid resistance transcriptional activator GadE) [47,48] (Table S2). However, the percentages of activated genes in any particular category were not significant, suggesting that MotB does not target a particular host pathway. In addition, although previous work has suggested that H-NS can affect CRISPR-Cas regulation [49], expression of the two known CRISPR loci present in BL21(DE3) [50] was not affected by the presence of MotB.

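The gene with the largest change of these was *gadE* (ECD_RS17545), at 3.68 ± 0.327 CPM with p*motB* and 1.33 ± 0.459 CPM with the vector (SD, n = 3 each). Its log2 fold change was 1.51 (standard error 0.21, adjusted p = 0.00168 in edgeR's quasi-likelihood test), and it stayed between 1.35 and 1.80 with any 1 library left out. *slp* (ECD_RS17515) rose from 1.17 ± 0.150 to 2.71 ± 0.282 CPM (SD, n = 3 each), a log2 fold change of 1.21 (standard error 0.18, edgeR adjusted p = 0.00244). *evgS* (ECD_RS11820) rose from 6.21 ± 0.456 to 12.5 ± 1.03 CPM (SD, n = 3 each), a log2 fold change of 1.01 (standard error 0.10, edgeR adjusted p = 0.000104). The fold change of *evgS* is close to the threshold of 2. It fell under the threshold without p*motB* replicate 2 (log2 fold change 0.99), p*motB* replicate 3 (0.97), vector replicate 2 (0.99) or vector replicate 3 (0.98), with edgeR adjusted p-values of at most 0.00220 in these fits. Over all settings that tested for any change, its adjusted p ran from 2.06e-10 (DESeq2) to 0.0118 (edgeR, scaling by total counts alone). None of the 3 genes was called when the fold itself was tested against 2, and with scaling by total counts alone *gadE* was called and *slp* and *evgS* were not.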

Despite the fact that no particular gene(s) whose overexpression is known to improve T4 infection was identified, we did find a correlation between affected host genes and the H-NS regulon. Previous global transcriptomic analyses have identified 172 (~4%) and 583 (~13%) *E. coli* genes that are dysregulated in an *hns* deletion or a double *hns*/*stpA* deletion, respectively [51]. Other work has identified additional genes that are affected in the presence of the T7 5.5 protein, which interferes with H-NS oligomerization, or by the overexpression of a C-terminally truncated *hns*, which lacks the DNA binding domain and interferes with WT H-NS function [16,52]. We found that 30% of the genes affected by MotB (22 genes) were assigned as H-NS-regulated genes in at least one of these analyses (Table S2). This included *proV*, whose DNase I footprint pattern by H-NS was altered by MotB (Figure 3). Furthermore, 5 additional genes of the biotin operon are known to be indirectly affected by H-NS through the up-regulation of the λ*Q* gene [53]. 

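Among the genes called here, 20 carry a report of H-NS regulation in Table S2 other than the λ*Q* product. They make 27.4% of the 73 called genes that Table S2 lists, with a 95% Wilson interval from 18.5% to 38.6% that treats the genes as independent. The other 6 of the 79 calls have no entry there. The table gives such a report for 22 genes, and the 2 not called are *sieB* and *nanM*. DESeq2 called all 22. In the adjustment over the list alone all 22 passed as well, but the study chose the list on these libraries. Of the 22, 4 are reported only as down-regulated by the C-terminally truncated H-NS, and 3 as raised by gp5.5 but repressed by the truncated H-NS. Of the 20, 10 are assigned to the host and 10 to DE3 or prophages. The host genes among them had log2 fold changes between 1.01 and 2.05, with a median of 1.25, and the phage genes had fitted values between 1.09 and 11.32. The count was 13 with scaling by total counts alone, and 15 without vector replicate 2 or without vector replicate 3. The complete lists of the earlier studies were not used here, so whether this lies above the share over all genes was not tested.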

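*proV* (ECD_RS13195) had 168, 277 and 292 reads in the p*motB* libraries and 87, 86 and 99 in the vector libraries. This was 7.69 ± 0.417 CPM with p*motB* and 3.33 ± 0.372 CPM with the vector (SD, n = 3 each), a difference larger than the spread among replicates. The log2 fold change was 1.22 (standard error 0.12, adjusted p = 9.14e-05 in edgeR's quasi-likelihood test). It stayed between 1.15 and 1.31 with any 1 library left out. With scaling by total counts alone it was 0.79 and *proV* was not called, nor was it when the fold itself was tested against 2.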

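The *bio* genes are the loci at places 2 to 6 after the DE3 span in the order of the count table, *bioA*, *bioB*, *bioF*, *bioC* and *bioD*. All 5 were called under each of the 17 other settings tried. *bioA* (ECD_RS04000) had 10.3 ± 0.155 CPM with p*motB* and 1.23 ± 0.123 CPM with the vector (SD, n = 3 each). Its log2 fold change was 3.06 (standard error 0.12, adjusted p = 7.23e-08 in edgeR's quasi-likelihood test). *bioB* had a log2 fold change of 3.07, *bioF* of 3.43 and *bioC* of 3.47, and *bioD*, already given, was the highest. λ*Q* (ECD_RS03835) itself had 148, 191 and 193 reads with p*motB* and 0 in every vector library, and was at least 153-fold higher (3 reads over the vector libraries together). Of the first 25 tested loci after the span 15 were called, and of the 25 before it none was, but all 50 had a log2 fold change above 0. The median was 1.14 after the span and 0.51 before it. The mean of the 50 lay 1.02 above that of the other tested loci outside the span, and a difference as large was rare in 10000 circular shifts along the table (two-sided permutation p = 0.0015). With 10 loci on each side the difference was 1.33 (permutation p = 0.0033), and with 50 it was 0.64 (permutation p = 0.0044); all 3 windows were planned in kb and counted in loci after the data were seen, since no coordinates were used. Reads on overlapping or antisense genes were not separated here.

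**Figure D2:**
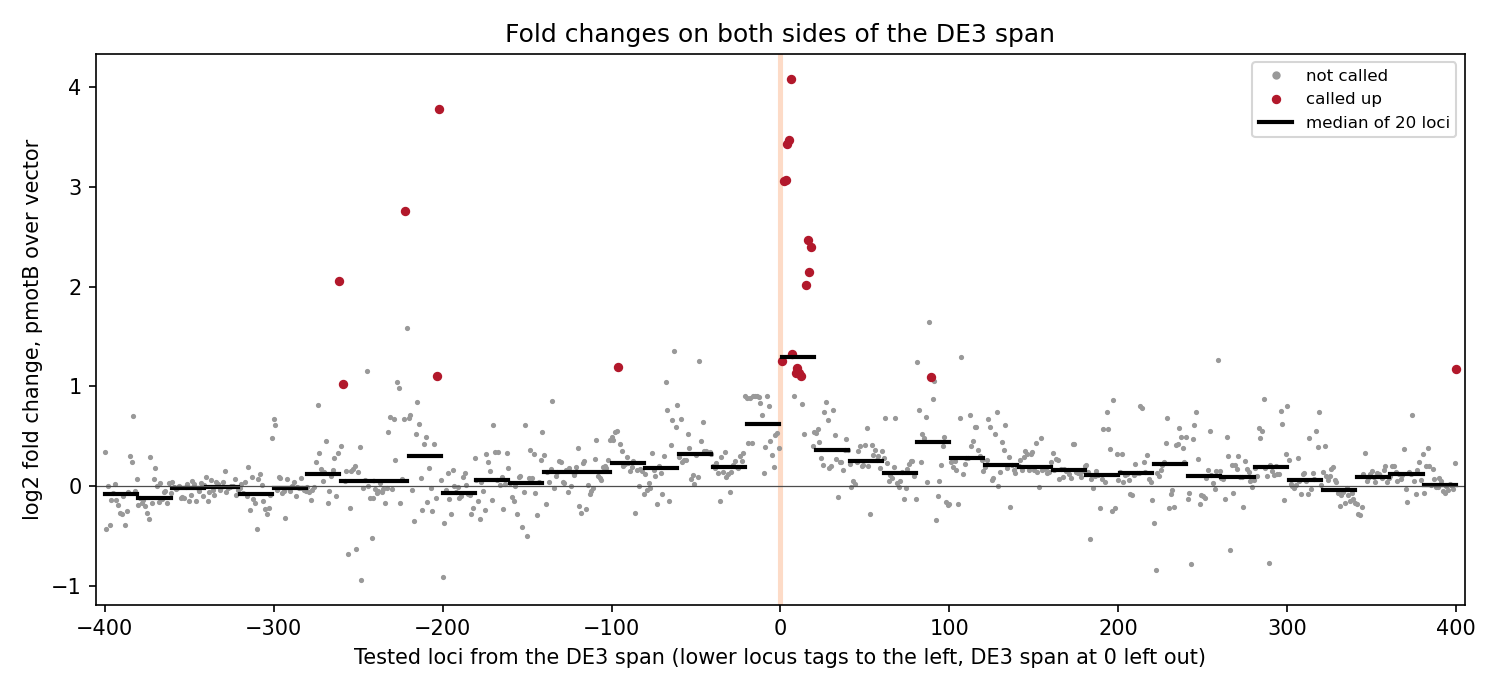
Log2 fold change (p*motB* over vector) of the tested loci on both sides of the DE3 span, against their place in the count table. Grey points were not called, red points were called up-regulated, and black bars are medians of 20 loci. The *bio* genes are the highest red points just right of the span, and the bars fall from 1.29 in the first 20 loci on the right to 0.36 in the next 20.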

Taken together, these results are consistent with the idea that MotB binding to host DNA interferes with specific H-NS repression of the host genome.

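The 79 genes called up-regulated were spread unevenly over the chromosome. There were 39 in the DE3 span, 15 in the 25 tested loci on either side of it and 25 elsewhere. The 25 elsewhere had a median log2 fold change of 1.27, between 1.00 and 3.78. Reports of H-NS regulation in Table S2 other than the λ*Q* product cover 9 of the 39 called genes in the span and 1 of the 15 beside it. Another 5 of the 15, the *bio* genes, are listed there for an indirect effect through λ*Q*. Elsewhere 10 of the 25 have a report, and 5 of the 25 are outside Table S2 and have no entry. From the overlap of the up-regulated genes with reported H-NS targets, *proV* and the *bio* genes included, and from the altered H-NS footprints, the paper proposes that MotB bound to host DNA interferes with repression by H-NS at specific places.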

## 4. Discussion

The ongoing arms race between bacteria and lytic phages involves early phage genes that are needed to take over the host and host genes that can respond to this challenge. In T4, early gene expression, which commences within 1 min post-infection, produces both these ‘takeover’ proteins as well as factors needed for T4 gene expression. The majority of the early T4 genes are nonessential, suggesting that they optimize the infection and/or are only required under certain conditions. However, the functions of most of these products have not been characterized.

The T4 MotB protein is one such early product. We have previously shown that *motB* improves phage fitness and is toxic when expressed heterologously in either *E. coli* B or K12 strains [2]. Although MotB binds tightly to DNA and very early work suggested that *motB* might be involved in regulating phage transcription [4], the levels of early, middle, or late RNA during a T4 infection are not significantly affected by a *motB* knockdown [2]. This suggests that the DNA binding activity of MotB serves a purpose other than affecting the T4 transcriptome. Our *in silico* analyses indicate that MotB is a highly conserved protein within *Tevenvirinae* and predict that MotB contains an N-terminal KOW domain and a C-terminal OB-fold. Either of these motifs could confer the strong DNA binding activity associated with the protein. Given these findings, we conclude that the MotB DNA binding activity provides an important conserved function for these phages, despite its location within a ”nonessential” region of the T4 genome.

Curiously, the OB-fold motif within the CTD of MotB is related to the CTD within another early protein of unknown function, MotB.1. In the case of T4, MotB.1 is encoded by a gene that lies immediately upstream of *motB*. Several phage genomes carry more than one copy of either *motB* or *motB.1*. The function of *motB.1* is not known, but like *motB*, it is an early gene located in a nonessential region of the T4 genome.

In a search for the biological function of MotB, we have investigated how its DNA binding activity might aid the phage. We found that in the presence of DNA, MotB copurifies with the *E. coli* NAPs: H-NS and its paralog StpA [2]. Bacterial NAPs are responsible for the organization of genomic DNA through the formation of high-order complexes that condense DNA, impacting major processes including replication, recombination, repair, and transcription [5,6,7,8,9,10,54]. As xenogeneic genes are often AT-rich, H-NS can also serve to repress foreign genes acquired by horizontal transfer and has been implicated as a host defense mechanism against both lytic and lysogenic phages [55].

Several phage- and plasmid-encoded genes are known to interfere with this H-NS silencing of their own genomes (reviewed in [13,56]). Some of these, such as the T7 5.5 protein, which disrupts H-NS oligomerization [15,16] and the T4 Arn protein, which binds to the DNA-binding domain of H-NS [17], interact directly with H-NS. Other proteins, such as the plasmid-borne VirB of *Shigella flexneri* [56], ToxT encoded within the pathogenicity island of *Vibrio cholerae* [57], and Ler encoded within the pathogenicity island LEE1 of pathogenic *E. coli* [58], work by binding to regions of the xenogeneic DNA, removing H-NS and relieving silencing. In our case, we have only observed an association of MotB with H-NS (and StpA) in the presence of DNA. Our repeated attempts to observe a MotB/H-NS protein-protein interaction that does not require DNA have been unsuccessful. Thus, MotB would appear to be more like the latter group of proteins. However, we have not identified any specific sites or regions of MotB binding.

Nearly 1/3 of the genes upregulated in the presence of MotB have previously been assigned as part of the H-NS regulon, including *proV*, whose repression by H-NS is well-characterized [44,45], as well as multiple prophage genes and genes within the DE3 lambda lysogen. In fact, the most dramatic upregulation involves the phage genes. Although these genes are not normally considered part of the H-NS regulon, previous transcriptomic work using BL21(DE3) has demonstrated that the presence of specific H-NS antagonists (T7 5.5 protein or a C-terminally truncated H-NS) dysregulates their expression (indicated in Table S2; [16]). Furthermore, earlier studies have indicated that a T7 5.5 mutant does not plate on a λ lysogen [59,60], leading to the speculation that a T7 5.5 interaction with H-NS affects the expression of the λ genes [16]. Consequently, we conclude that a substantial effect of MotB involves the upregulation of BL21(DE3) genes that are normally repressed by H-NS. However, this effect is specific to certain loci. For example, the *bgl* operon, known to be repressed by H-NS [55,61], is not significantly affected. In addition, although work has shown that H-NS represses CRISPR-Cas regulation in *E. coli* ([62] and references therein), we observed no significant change in the expression of the two known CRISPR loci present in BL21(DE3) [50] in the presence of MotB.

We speculate that DNA-binding by MotB functions to improve phage infection in a heretofore unrecognized way, by altering the expression of specific host genes, some of which are normally repressed by H-NS. We base this idea on the following observations. First, previous reports indicate that MotB is a highly abundant protein, whose synthesis begins 1 min after infection and continues for several min onward [63,64]. Second, we have shown that MotB binds tightly and with similar affinity to both unmodified host DNA and T4-modified DNA [2]. Consequently, until T4 replication begins (5-6 min post-infection), we expect that a large amount of MotB present within the cell will associate with host DNA. Although T4 nucleases will begin to degrade the host DNA shortly after infection [65], a considerable level of host DNA will remain for several min [66], and we expect that this DNA will be associated with the abundant host NAPs, including H-NS. Our results suggest that the binding of MotB to the host genomic DNA will alter this association, which leads to the dysregulation of specific host genes and results in a better host for infection. The specific host genes, whose dysregulation is helpful for T4, have not yet been identified. However, it should be noted that our analyses, which were performed under standard laboratory conditions, would not have identified host genes that would aid in more biologically relevant growth conditions. In addition, one or more of the several up-regulated genes, which have not been identified as part of the *hns* regulon, may provide an unknown benefit for T4. Similarly, although we have previously found no significant change in T4 transcription in a *motB* knockdown infection of BL21(DE3) under standard laboratory conditions [2], we cannot rule out the possibility that MotB may relieve H-NS repression of the AT-rich T4 DNA and thus, regulate transcription of T4-encoded genes under specific growth conditions and/or in different strains.

Our *in vitro* footprinting data suggests that MotB binds cooperatively with H-NS at the region surrounding the start of *proV* (Figure 3). Thus, one might expect that *proV* should remain repressed, rather than up-regulated, as we observe *in vivo*. However, the footprints also show that when both proteins are present, the overall binding pattern of H-NS is altered to resemble that of MotB alone. We speculate that the presence of MotB mediates changes in the binding pattern and/or the mode of H-NS binding, which then leads to the dysregulation of H-NS mediated repression. This could arise from global changes in nucleoid structuring since H-NS interference is thought to occur through changes in local nucleoid structure as additional non-specific DNA binding proteins (e.g., Fis, IHF, HU) augment H-NS-mediated silencing through changes to protein-DNA complex (reviewed in [14]). Furthermore, supercoiling and osmolarity have been shown to alter H-NS activity and upregulate the *proU* locus [67,68]. It has been proposed that changes in supercoiling and DNA topology may only impact certain promoters [14], which could explain the upregulation of only a subset of the H-NS regulon by MotB.

The finding that the synthesis of MotB continues well into the period of late gene expression/ DNA replication is atypical since the synthesis of many T4 early gene products ceases quickly [69]. Thus, it seems likely that MotB may also serve a function later in infection, perhaps for phage replication and/or packaging. Ongoing work centers on determining the effect of MotB on these phage processes as well as on host gene expression throughout infection.

## Figures and Tables

**Figure 1:**
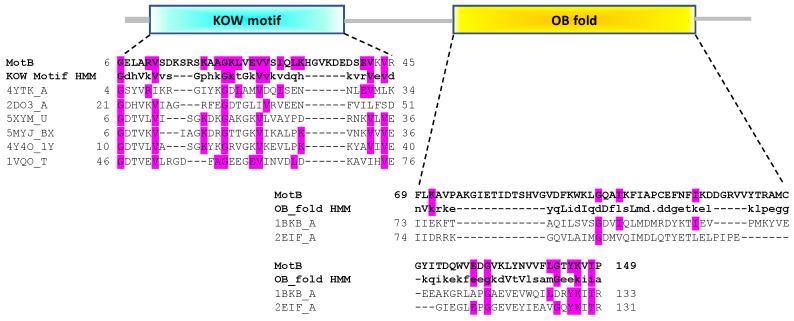
Domain organization of MotB predicts an N-terminal KOW and a C-terminal OB-fold domain. The Pfam Hidden Markov Model (HMM) consensus sequences of the KOW and OB-fold motifs are aligned with MotB residues 6 to 45 and 69 to 149, respectively, along with some other top hits for MotB found by HHsearch/HHpred (Table S3). For the KOW domain, these hits are PDB ID 4YTK, the KOW1-Linker1 domain of *Saccharomyces cerevisiae* Spt5 transcription elongation factor; 2DO3, the third KOW motif of human Spt5; and 5XYM, 4Y4O, 5MYJ, and 1VQO, ribosomal proteins of the bacteria *Mycobacterium smegmatis, Thermus thermophilus* and *Lactococcus lactis* and the archaean *Haloarcula marismortui,* respectively. For the OB-fold domain, these are 1BKB and 2EIF, the translation initiation factors 5A of the archaea *Pyrobaculum aerophilum* and *Methanocaldococcus jannaschii*, respectively. In each case identical residues within MotB and the consensus and/or MotB and the hits are highlighted in magenta. The alignment for the C-terminal portion of the third KOW motif of human Spt5 has been previously reported [41]. More information about the top 10 hits is given in Table S3.

**Figure 2:**
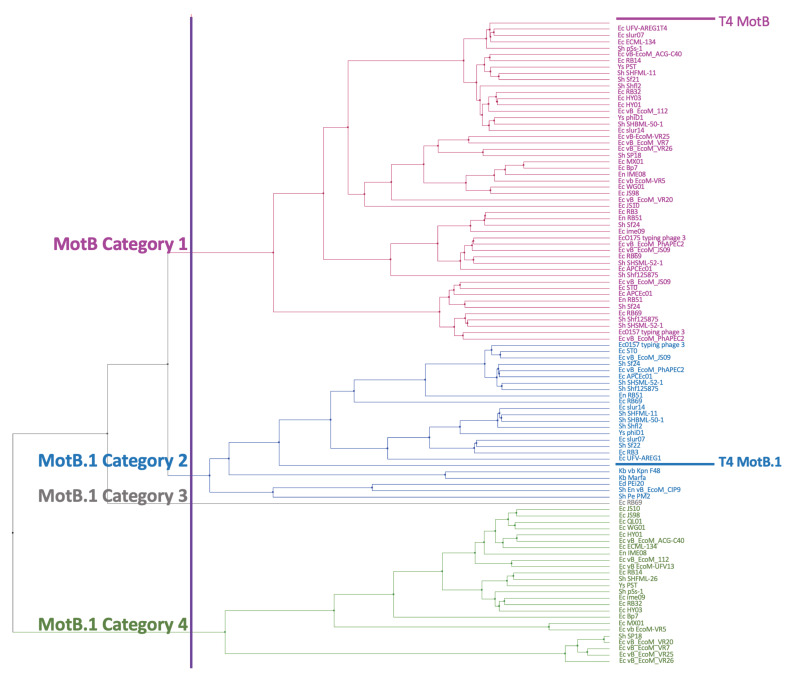
MotB phylogenetic tree. A multiple sequence alignment generated by COBALT for the 102 PSI-BLAST phage hits was used to construct the UPGMA tree. The purple vertical line indicates where cutting of the tree generates 4 branches, separating MotB homologs (Category 1, magenta) from the related MotB.1 homologs (Category 2, blue; Category 3, grey; Category 4, green). Names on the right indicate the host (Ec: *Escherichia*, Sh: *Shigella*, En: *Enterobacter*, Ys: *Yersinia*, Ed: *Edwardsiella*, Kb: *Klebsiella*) followed by the phage name. See Table S4 for details about each protein; order here is same as order in Table S4.

**Figure 3:**
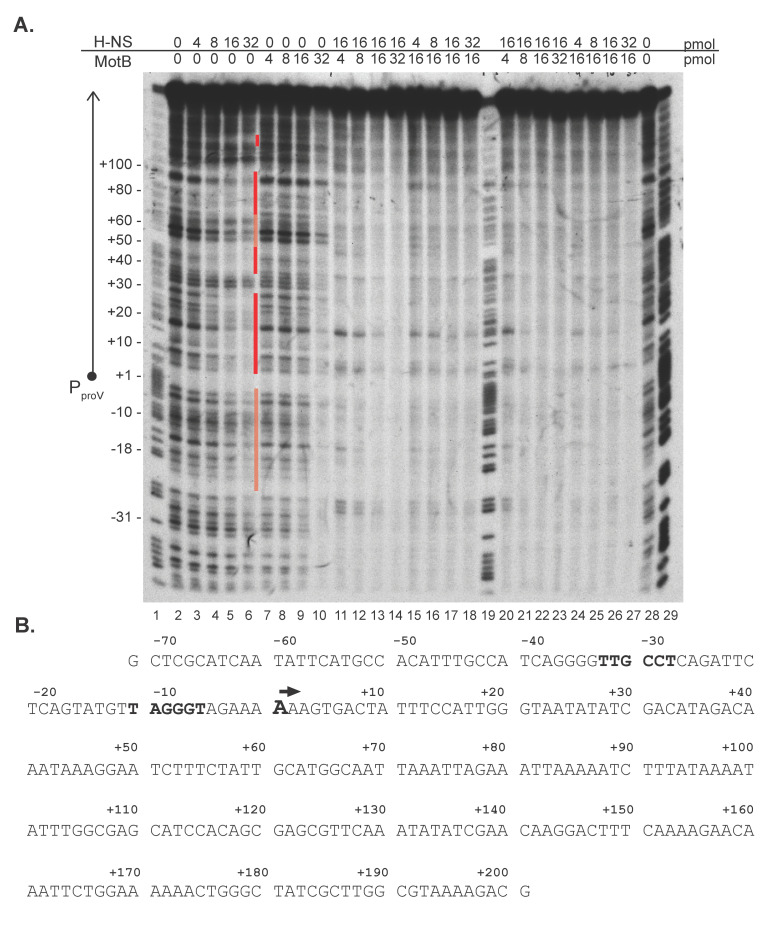
Representative DNase I footprint of MotB and/or H-NS at P*_proV_* and the P*_proV_* sequence. (**A**) DNA surrounding the P*_proV_* promoter (positions −71 to +201; 0.05 pmol DNA; 13.6 pmol total bp; 5’-^32^P labeled on the nontemplate strand) was incubated with the indicated amount of MotB-His and/or H-NS and treated with DNase I before electrophoresis on a 5% (w/v) polyacrylamide, 7 M urea denaturing gel. A schematic of the P*_proV_* promoter region is shown to the left of the gel, and the positions corresponding to the DNA sequence determined from the G + A ladder are indicated. Regions protected or partially protected by H-NS are indicated by the dark and light red bars, respectively, to the right of lane 6. Lanes 1, 19, 29: G + A ladder; lane 2, 28: no protein control; lanes 3–6: 4 pmol, 8 pmol, 16 pmol, and 32 pmol H-NS, respectively; lanes 7–10: 4 pmol, 8 pmol, 16 pmol, and 32 pmol MotB, respectively; lanes 11–14 and 20–23: 16 pmol H-NS with 4 pmol, 8 pmol, 16 pmol, and 32 pmol MotB, respectively; lanes 15–18 and lanes 24–27: 16 pmol of MotB with 4 pmol, 8 pmol, 16 pmol, and 32 pmol H-NS, respectively. For lanes 11–18, H-NS and MotB were added together; for lanes 20–27, the protein whose concentration did not change was added first and incubated with the DNA for 10 min at 37^o^ C before the addition of the second protein. (**B**) Nontemplate sequence of the P*_proV_* promoter (−71 to +201). The +1 TSS is indicated by the black arrow and the +1 TSS and the −35 and −10 elements are in bold.

## Data Availability

RNA-seq data is available in the National Center for Biotechnology Information (NCBI) database (GEO #GSE152170) and in Table S2.

## Supplementary Materials

The following are available online at https://www.mdpi.com/1999-4915/13/1/84/s1, Figure S1: Multiple sequence alignment of MotB and MotB.1; Figure S2: Representative DNase I footprints of MotB and/or H-NS at T4 P_l8_; Figure S3: Visualization of transcriptomics data in representative categories; Table S1: Sequences of primers used to generate DNA PCR products; Table S2: List of *E. coli* BL21(DE3) genes significantly up-regulated by MotB; Table S3: Top 10 HHpred hits for MotB; Table S4: MotB homologs found by PSI-BLAST; Table S5: Description of MotB homologs annotated as bacterial genes; and Table S6: Number of MotB homologs found within phage.

# Supplementary material for: Overexpression of the Bacteriophage T4 motB Gene Alters H-NS Dependent Repression of Specific Host DNA
**Source:** Viruses. 2021 Jan 9;13(1):84. doi: 10.3390/v13010084
**Supplement:** Supplementary file 1

**Table S1. Sequences of primers used to generate DNA PCR products. (See accompanying Table S1-S6.xlsx file, Table S1.)** Product size indicates the length of PCR product produced using either the  $P_{ts}$  or  $P_{prov}$  primer sets.

**Table S2. List of *E. coli* BL21(DE3) genes significantly up-regulated by MotB. (See accompanying Table S1-S6.xlsx file, Table S2.)** RNA-seq analyses were performed as described in Materials and Methods and the RNA-seq data was processed using *E. coli* BL21(DE3) (NC\_012971.2) as the reference genome. Column A indicates the locus tag for the gene. Differential expression between conditions (cells expressing *motB* versus cells containing the vector) was represented as the fold change, and genes with a fold change  $\geq 2$  (column B), mean reads (column C for cells expressing *motB*, column D for cells with the vector)  $\geq 5$ , and an adjusted p-value (column E)  $\leq 0.05$  were considered significant. Genes (column F for name, column G for function) that stem from the  $\lambda$  DE3 lysogen or prophages are indicated in column H in red, while genes that stem from the host are in black. References in column I refer to previous reports of H-NS regulation of the gene. RNA-seq data is available in the National Center for Biotechnology Information (NCBI) database (GEO # GSE152170).

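The authors' deposited table of this comparison covers 4477 genes. The largest difference between a fold in Table S2 and the fold in the authors' deposited table was 0.181%. At the paper's thresholds of fold and adjusted p, the authors' deposited table gives 75 genes, all in Table S2, and 0 in the downward direction. DESeq2 run here on the 6 libraries gave log2 fold changes that differed from the authors' deposited table by a median of 0.01 in absolute value. The mean expression in the authors' deposited table is not the mean of these 6 libraries, since its ratio to that mean ran from 0.297 at the 10th percentile to 0.669 at the 90th percentile of the genes. The authors' fit may have included other libraries, which was not settled here, so its adjusted p-values need not match fits of these 6. The mean reads of Table S2 lay within 1 read of the means of the raw counts in 143 of the 150 values, and the values for *int*, *ybcW*, *bioC*, *bioD*, *moaB*, *clsB* and *sieB* in 1 group each were farther off. Column I lists published effects of H-NS deletion, of T7 gp5.5 or of truncated H-NS on each gene, and measures nothing in these libraries.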

**Table S3. Top 10 HHpred hits for MotB. (See accompanying Table S1-S6.xlsx file, Table S3.)** Columns indicate: A) Hit rank; B) Protein PDB designation and chain name of the hit; C) Name of the protein; D) Function annotation according to HHpred; E) SCOP classification of the protein domains; F) Pfam family name of hit and the corresponding region within the protein; G) Species; H – M) values from HHpred analysis [1] indicating probability, E-value, P-value, Score, Identity, and Similarity, respectively; N) Region in MotB that aligned to the hit; O) Region in hit that aligned to MotB; P) HMM value of the pairwise comparison.

**Table S4. MotB homologs found by PSI-BLAST. (See accompanying Table S1-S6.xlsx file, Table S4.)** Homologs were identified as described in Materials and Methods. Columns indicate: A) NCBI Accession number of the protein; B) Protein name as indicated in RefSeq; the list order is the same as in the MotB phylogenetic tree shown in Figure 2, and the colors denote the branches shown in that tree (Category 1, magenta; Category 2, blue; Category 3, grey; Category 4, green); C- E) Taxonomy of the phage: Species, Genera, and Subfamily, respectively, with the Species and Genera columns colored as follows: *Tequatrovirus* in light orange, *Gaprivervirus* in light blue, *Dhakavirus* in beige, *Mosigvirus* in light green, unclassified *Tevenvirinae* in gray, and bacteria in no color. F - K). Statistics of PSI-BLAST results: Maximum Score [the highest alignment score of a set of aligned segments from the same subject (database) sequence], Total Score [sum of alignment scores of all segments from the same database sequence that match the query sequence (calculated over all segments)], Query Coverage (the percentage of query sequence that is covered by the target sequence), E value (the number of hits one can expect to see by chance when searching a database of a particular size), and Percentage of Identity (the percentage to which two sequences have the same residues at the same positions in an alignment), respectively.

**Table S5. Description of MotB homologs annotated as bacterial genes. (See accompanying Table S1-S6.xlsx file, Table S5.)** Columns indicate: A) Accession number of protein in NCBI Genbank; B) Protein name as indicated in RefSeq; C) Bacterial species; D – H) Statistics of PSI-BLAST results ( see legend to Table S4 for more details): Maximum Score sequence, Total Score, Query Coverage, E value and Percentage of Identity, respectively; I) Strain; K) Refseq assembly identification number; L) Indicated geographical location of the sequenced biosample; M) Indicated source of the biosample; N) Further information about biosample.

**Table S6. Number of MotB homologs found within phage. (See accompanying Table S1-S6.xlsx file, Table S6.)** Columns indicate: A) Phage name; B) Total number of MotB homologs identified within that genome; C) Number of homologs within Category 1 (MotB branch of tree in Figure 2); D) Number of homologs within Categories 2-4 (MotB.1 branches of tree in Figure 2); E) Subfamily; F) Genera. The colors of the Genera are the same as in Table S4.

### Conservation

Conse

MTFTD+NAKYIVTP+S+LKL+NOAYD+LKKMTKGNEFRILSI+PDE+DNIKSVTVQECGPV+IHTIRLSOMKFNYNPEYTPNPVAKLIDFDVSYTYVCPVKPLEIKEPTMTQTIEIGKTYKLVEPEIKTNALISGYKLTDFVGEGEFIVEEFAKSNWFDKKNYSYVIGHRRLL

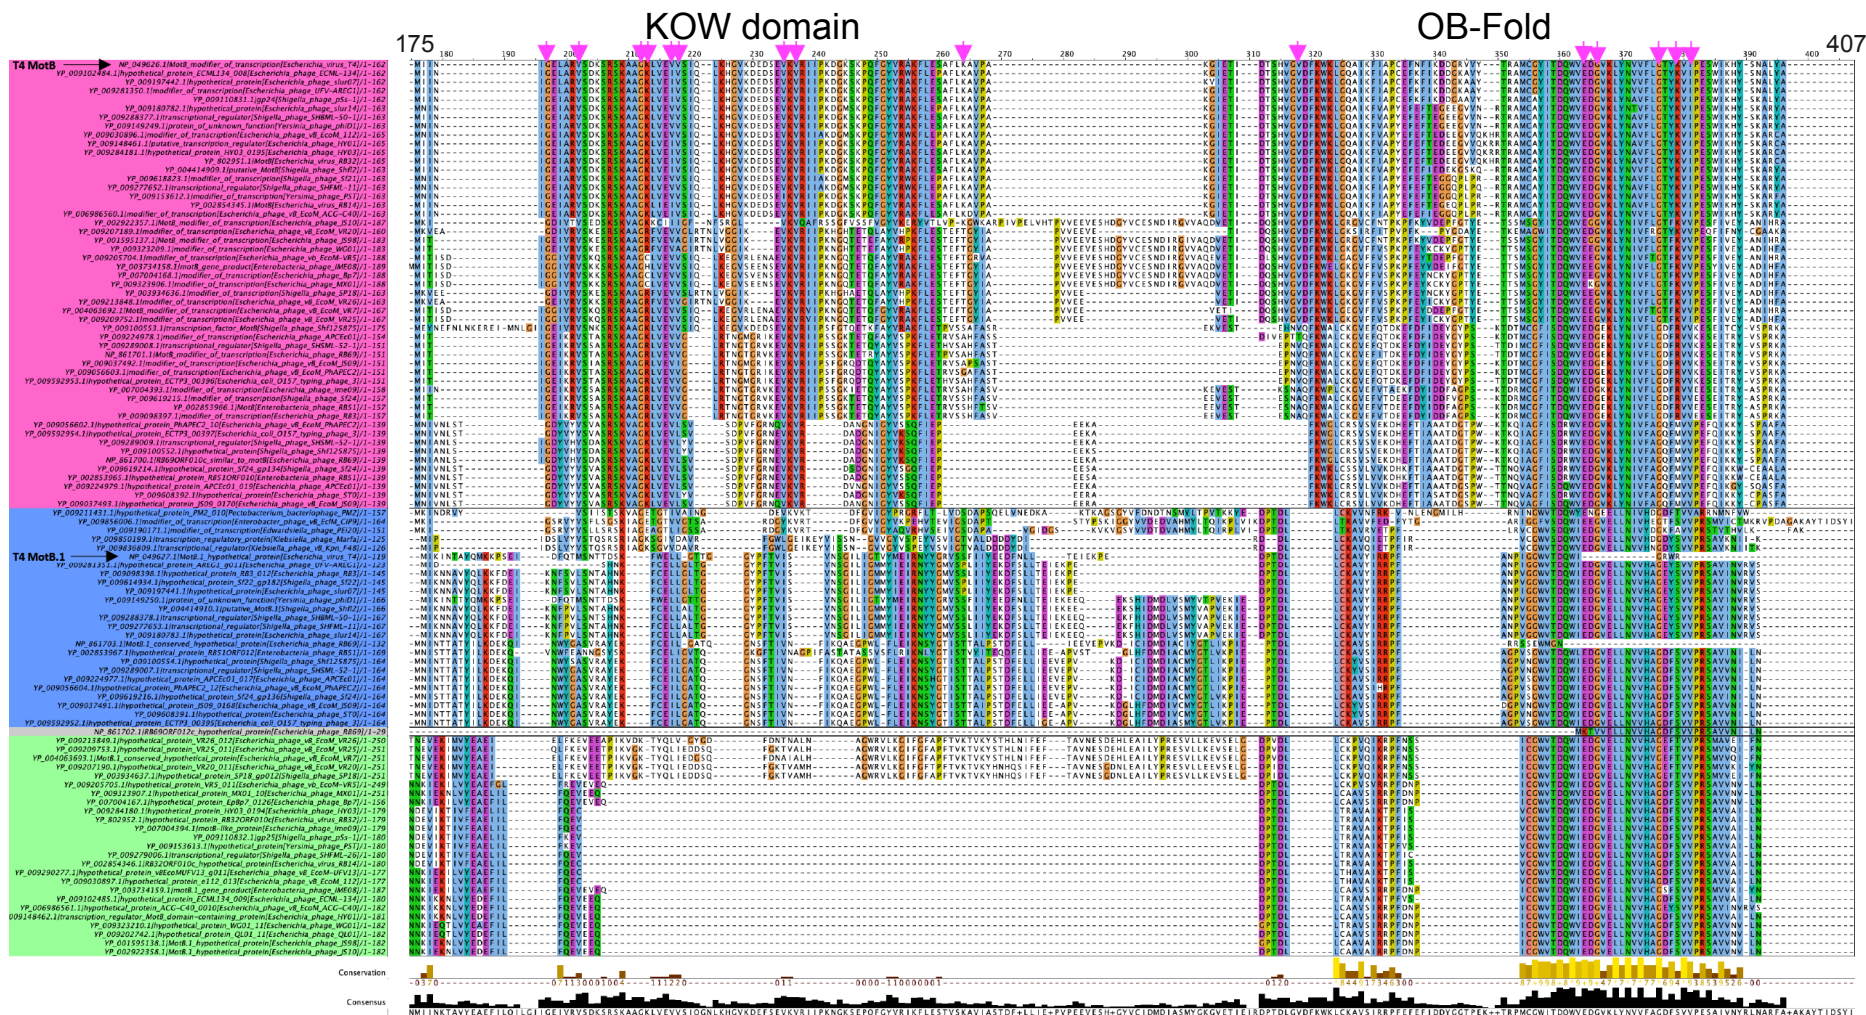

**Figure S1. Multiple sequence alignment of MotB and MotB.1.** The 102 phage PSIBLAST hits for T4 MotB were aligned using COBALT with manual gap adjustment. The sequences were reordered according to the UPGMA tree, and their names were colored according to the category branches in Figure 2 (Category 1, magenta; Category 2, blue; Category 3, grey; Category 4, green). Residues are colored using the CLUSTAL X scheme (blue, hydrophobic; red, positive charge; magenta, negative charge; green, polar; pink, cysteine; orange, glycine; yellow, proline; cyan, aromatic). Top panel shows residues 1-174; bottom panel shows residues 175-407. The large magenta arrows on top of the sequences in the bottom panel indicate the conserved residues in the KOW domain and the OB-fold

motifs as shown in Figure 1. The Conservation score display (below the alignment as a histogram) is the Alignment Conservation Annotation, a numerical index reflecting the conservation of physico-chemical properties of each column. Consensus at the bottom indicates the percentage of the particular residue per column. A "+" symbol means it is shared by more than one residue at that position. This figure was generated by JalView [2]

**Figure S2. Representative DNase I footprints of MotB and/or H-NS at T4 P<sub>18</sub>.** (A) DNA surrounding the P<sub>18</sub> promoter (positions -143 to +75; 0.05 pmol DNA; 10.9 pmol total bp; 5'-<sup>32</sup>P labeled on nontemplate strand) was incubated with the indicated amount of MotB-His and/or H-NS and treated with DNase I before electrophoresis on a 5% (*w/v*) polyacrylamide, 7 M urea denaturing gel. A schematic of the P<sub>18</sub> promoter region is shown to the left of the gel and positions corresponding to the DNA sequence determined from the G + A ladder are indicated. (A) Lanes 1, 11, 20: G + A ladder; lane 2: no protein control; lanes 3-6: 4 pmol, 8 pmol, 16 pmol, and 32 pmol H-NS, respectively; lanes 7-10: 4 pmol, 8 pmol, 16 pmol, and 32 pmol MotB, respectively; lanes 12-15 and 21-24: 16 pmol H-NS with 4 pmol, 8 pmol, 16 pmol, and 32 pmol MotB, respectively; lanes 16-19 and 25-28: 16 pmol of MotB with 4 pmol, 8 pmol, 16 pmol, and 32 pmol H-NS, respectively. For lanes 12-19, H-NS and MotB were added together; for lanes 21-28, the protein whose concentration did not change was added first and incubated with the DNA for 10 min at 37° C before the addition of the second protein. (B) Nontemplate sequence surrounding P<sub>18</sub> (-143 to +75). The T4 late promoter TATA box is boxed, and the +1 TSS is indicated by the black arrow and larger font.

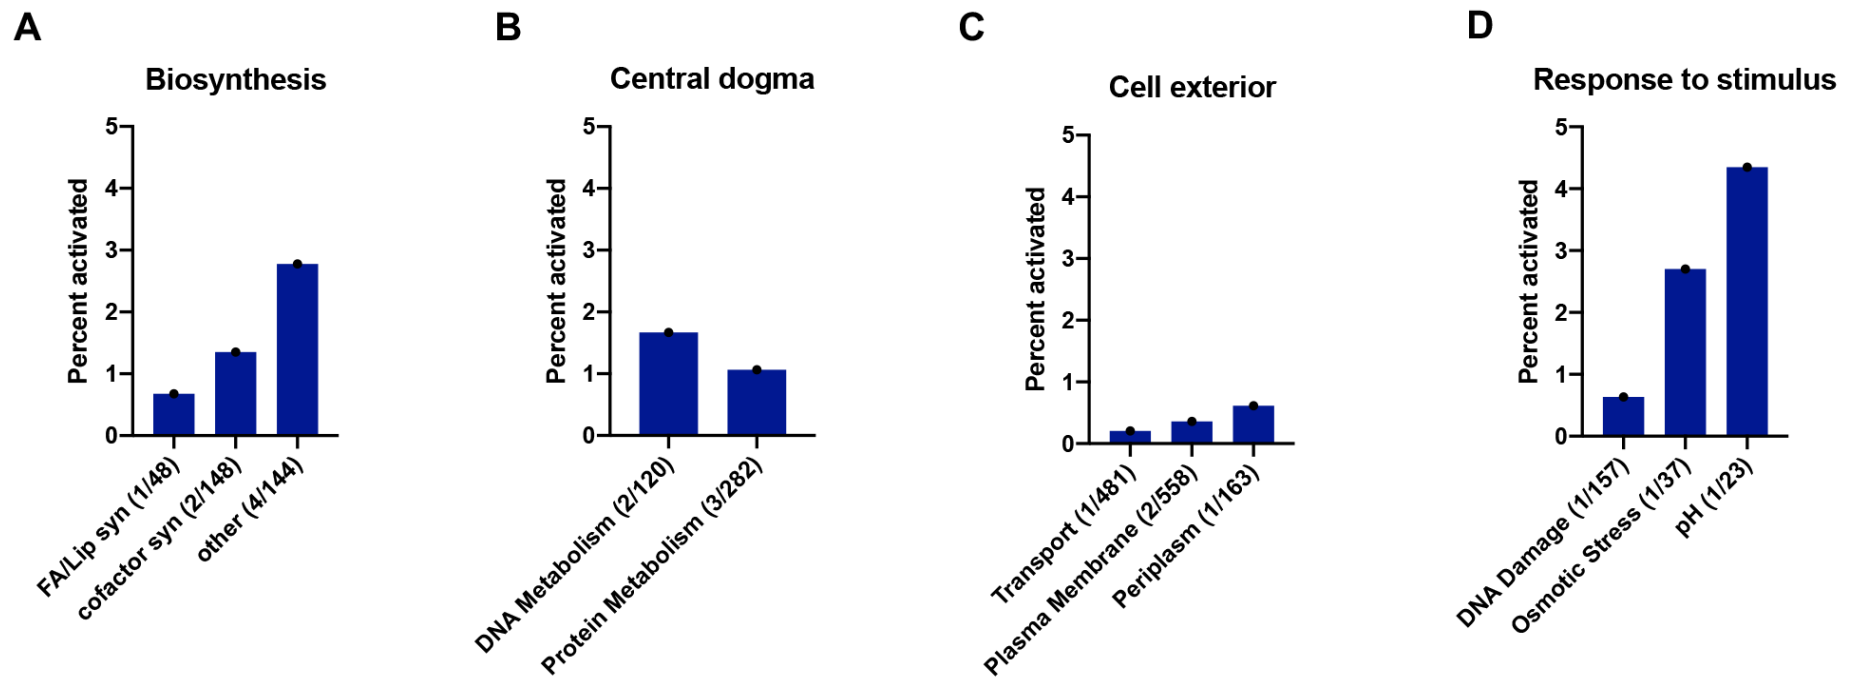

**Figure S3. Visualization of transcriptomics data in representative categories.** Bars represent percentages of genes within the corresponding host pathway increased by MotB production. The number of genes affected by MotB per total genes in the category is indicated with its name on the x-axis. Panels show the EcoCyc dashboard categories: (A) “Biosynthesis”, (B) “Central dogma”, (C) “Cell exterior”, and (D) “Response to stimulus”.

1. Soding, J.; Biegert, A.; Lupas, A. N., The HHpred interactive server for protein homology detection and structure prediction. *Nucleic Acids Res* **2005**, 33, (Web Server issue), W244-8.
2. Waterhouse, A. M.; Procter, J. B.; Martin, D. M.; Clamp, M.; Barton, G. J., Jalview Version 2--a multiple sequence alignment editor and analysis workbench. *Bioinformatics* **2009**, 25, (9), 1189-91.

How the deposited data were processed for this re-analysis (not part of the article)

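RNA-seq was analysed for 6 cultures of *E. coli* BL21(DE3), 3 with p*motB* and 3 with the vector pNW129, sampled 20 min after 0.2% arabinose. The groups and replicate numbers were taken from the sample labels and the paper's methods.

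The authors deposited raw read counts per locus, without normalization, made from single-end reads of 50 bp that were mapped to the BL21(DE3) genome as in an earlier paper of theirs. The aligner, the counting program, the strandedness and the treatment of reads with several matches are not given in the sources used here. Several of the loci with the most reads have nearly the same count as another locus, so totals may hold a read more than once. The authors also deposited a table of their comparison, with log2 fold changes and standard errors (log2 scale), a score for each gene (the log2 fold change over its standard error), raw and adjusted p-values, and a mean expression signal made from normalized counts. That table was used only for comparison.

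From the counts, log2 fold changes of p*motB* over vector were computed in R 4.3.3 with edgeR 4.0.16. Loci with a mean under 5 reads in both groups were left out, which left 4376 of 4496. Counts were scaled by TMM, dispersions were estimated over all loci, and the quasi-likelihood F-test was run with the condition as the only term. P-values were adjusted by the Benjamini-Hochberg method. A gene was called up-regulated or down-regulated with a fold of at least 2, an adjusted p of at most 0.05 and a mean of at least 5 reads in at least one group. Table S2 lists genes with a vector mean of 0, so the rule on mean reads was read as at least one group. The standard error is the absolute log2 fold change over the square root of F. CPM values use the TMM-scaled library sizes and are given as mean ± SD over 3 libraries.

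Where a gene had 0 reads in all vector libraries, the fold is a lower bound computed against 3 reads over the 3 vector libraries together. Where the vector libraries held 1 to 10 reads in total, a ratio of rates with a 95% exact (Clopper-Pearson) interval was computed. Shares have 95% Wilson intervals, which treat genes as independent although neighbouring genes share promoters. Reads were counted without molecular identifiers, so these intervals and bounds cover counting error only. Total counts ran from 21191236 to 48707434 per library, but the 20 loci with the most reads took over 57% of each, which leaves 8565730 to 17896036 counts for the rest.

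Gene names come from the count table or from Table S2. Of the 75 locus tags of Table S2, 74 are rows of the count table, and the remaining one, ECD_RS04040, is listed there as *moaA*, the name Table S2 gives it. The DE3 span is the 55 rows from ECD_RS03715 to ECD_RS03990, the first and last λ loci of Table S2 in that region. Places along the chromosome are places in the count table, whose locus tags rise along it. No coordinates, sequences or gene lengths were used. The difference between 25 tested loci on each side of the span and the rest was tested against 10000 circular shifts of the order with the span left out (two-sided).

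The genes given by name follow a rule set before the counts were seen but after Table S2 had been read. It covers the genes the paper names for this experiment, the 5 called host genes and the 5 called genes outside Table S2 with the largest fold and no overlap of the groups, and the Table S2 genes that were not called. Genes named outside this rule are said to be so. The *bgl* operon, the CRISPR loci, *hns*, *stpA*, *proW*, *proX*, and the T7 RNA polymerase and *lac* genes of DE3 belong to the rule and were not analysed here, because the names and locus tags used here do not pair them. A planned comparison of GC content was not run, since no sequences were used here.

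Alternatives tried were RLE factors, scaling by total counts alone, DESeq2 1.42.0, no filter on low counts, edgeR's filterByExpr, the rule on mean reads over all 6 libraries or in both groups, a test of the fold against 2 (glmTreat), the replicate number as a block, removal of the DE3 span, and each library left out in turn. The windows of 25, 10 and 50 beside the span had been planned in kb. Counting them in loci, and the removal of the 20 loci with the most reads, were chosen after the data were seen.

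The scripts were tested on simulated data. With counts drawn for the 2 groups of 3 libraries and 200 genes changed, edgeR with TMM recovered 198 of the 200 with 3 false calls among 4296 genes, and DESeq2 recovered 197 with 1 false call among 4369 genes. The simulated changes were all well beyond the fold threshold and on genes with more than a few reads. No variation shared by replicate number was simulated. The recovery therefore does not cover genes near the threshold or with few reads. For the flanks of the span, 200 simulated chromosomes of 4000 loci without a change gave a p of at most 0.05 in 5.5% of runs, and a raised level of 0.5 was found in 100% of runs. Python 3.11.15 with numpy 2.4.6, scipy 1.17.1, pandas 2.3.3 and matplotlib 3.10.9 was used for the remaining steps.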

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

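The tests of the loci at places 26 to 150 beside the DE3 span, of the loci around *dnaA* and of read-through were chosen after the result was seen. The test of the loci next to the span was set before the data were examined, but with windows in kb, and these were counted in loci afterwards. The test of other splits of the libraries was set before.

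The paper reports on the genes of Table S2. Loci that it does not discuss were also higher in the p*motB* libraries on both sides of the DE3 span. Over the tested loci at places 26 to 150 on each side, with Table S2 genes left out, the median log2 fold change was 0.22, against −0.03 over the rest of the chromosome. Higher values were seen in 88.7% of the 124 loci after the span (median 0.24) and in 81.5% of the 124 before it (median 0.19), and in 43.2% of the 4015 loci of the rest. In the individual libraries, the level of these loci relative to the rest was 0.14, 0.11 and 0.09 (log2, from the mean over all libraries) with p*motB* and −0.10, −0.12 and −0.12 with the vector, without overlap (two-sided exact permutation test, p = 0.10, the smallest that 3 against 3 allow). Of these 248 loci, 7 had a log2 fold change of at least 1 (up to 1.65) and 18 passed the adjusted p, but none met both thresholds, so none was called.

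The tables argue against a difference in growth rate as the cause of this pattern. If the cultures differed in growth rate, so that the copy number of the replication origin differed, the loci around *dnaA*, which lies near the origin, would stand out, but the median of the 100 loci around *dnaA* was −0.0272. The highest median of any 100 loci, 0.39, was centred 18 loci from the span. Another scaling of the libraries, or the removal of the loci with the most reads, shifts all loci of a library alike and offers no test of this pattern.

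A candidate explanation is extra DNA copies around the lysogen in the p*motB* cells, as would follow from replication of the induced prophage in place. No test here supports it apart from the pattern itself. Among circular shifts along the table the median of the loci at places 26 to 150 was rare (two-sided permutation p = 0.0263; the highest median at 300 or more loci from the span was 0.12), but these loci were chosen for their raised level, so this only describes the pattern again. The first 25 loci on each side also stood above other places (two-sided permutation p = 0.0015), as spreading of transcription or of copy number from the lysogen would give. That test was set after Table S2, which lists some of these genes, had been read. RNA polymerase reading through from prophage promoters cannot be told apart from extra copies, because the strand of the loci was not used. The smaller of the medians on either side, 0.188, shows only that the level was raised on both. DNA was not measured in these samples, so this remains a hypothesis, and an effect of MotB on these genes stays open as well.

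The other result is the 6 genes called up-regulated that Table S2 does not list, ECD_RS13090, ECD_RS07160, ECD_RS14080, *moaD*, ECD_RS02355 and ECD_RS19325 (the last named outside the rule for names, after its value was seen). The first 4 had log2 fold changes of 1.59, 1.35, 1.12 and 1.10 (edgeR adjusted p 0.0346, 0.0454, 0.0467 and 0.0210). In the authors' deposited table, whose fit may have included other libraries, these 4 had adjusted p-values of 0.0610, 0.132, 0.0517 and 0.229. There ECD_RS02355 had 0.0671, while ECD_RS19325 passed with 0.0496 but had a log2 fold change of 0.997, under the threshold of 1. The 6 genes all lie close to a threshold, and their number is unstable. With 1 library left out at a time the number of called genes outside Table S2 ran from 0 (without p*motB* replicate 2) to 19 (without vector replicate 1). DESeq2 called 2 genes outside Table S2. ECD_RS13090, ECD_RS07160 and ECD_RS14080 lost their call whichever library was left out (edgeR adjusted p of up to 0.138, 0.162 and 0.177). *moaD* lost it without p*motB* replicate 2 or 3 or vector replicate 2 or 3 (up to 0.114), and ECD_RS02355 without any library but vector replicate 2 (up to 0.138). Only the real grouping of the libraries gave as many calls as the 79, that is 1 of the 10 splits of 3 against 3, and each of the others gave 0 calls. With 10 splits this count by itself cannot exclude chance. *moaD* lies 12 places after the DE3 span, so the pattern above covers it too. No biological explanation was tested for the other 5.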

How the results depend on the processing

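The alternatives were set before the data were examined, except the removal of the 20 loci with the most reads and the windows of 10 and 50 loci beside the span, which had been planned in kb like the window of 25. RLE factors, no filter on low counts, the rule on mean reads over all 6 libraries and the removal of the top 20 loci each called 79 genes up-regulated, the same 79 in each case, and 0 down-regulated. DESeq2 called 77, of which 75 were among the 79, and filterByExpr 81, with 79 shared.

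Some settings moved the counts. With a mean of 5 reads required in both groups, 50 genes were called up-regulated, of which 44 were in Table S2, 11 in the DE3 span and 11 with a report of H-NS regulation, and the share from DE3 or prophages fell to 31.8%. This rule takes out every gene with a vector mean under 5 by construction. With the fold tested against 2, 48 genes were called, all 48 in Table S2, 10 with a report of H-NS regulation and 75.0% from DE3 or prophages. That test asks for more than a fold estimate of 2. With the DE3 span removed, which leaves out the 39 calls in it, 37 genes were called, 34 of them in Table S2 and 11 with a report. Of these, 8.82% came from other prophages. Calls outside Table S2 also fell from 6 to 3, with ECD_RS07160 and ECD_RS14080 among those lost (edgeR adjusted p 0.0597 and 0.0602).

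Scaling by total counts alone left 57 genes called up-regulated, 54 of them among the 79, and 43 called down-regulated, 13 with a report of H-NS regulation, and 70.4% from DE3 or prophages. It lowered the median log2 fold change of all tested genes to −0.44, and the median of the span to 6.65. With TMM 5 of the 43 genes were at least 2-fold lower, without passing the adjusted p. The cause of the different totals was not tested. The median of the DE3 span was 5.07 in DESeq2 and 5.01 without the filter, because these fits include 47 loci of the span in place of 41, the added ones with almost no reads.

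With each library left out in turn, between 64 and 91 genes were called up-regulated and between 0 and 2 down-regulated. Those down-regulated were 2 without p*motB* replicate 1 and 1 without p*motB* replicate 3. Table S2 genes called ranged from 63 to 72, called genes outside Table S2 from 0 to 19 (6 with all libraries), genes with a report of H-NS regulation from 15 to 20, the share from DE3 or prophages from 56.9% to 63.5%, the median of the span from 7.00 to 7.12, and the level of the 25 loci on each side of the span from 0.98 to 1.07 above the rest, with a permutation p of at most 0.0021. In each of these fits 39 loci of the span were called. The difference beside the span kept its direction and stayed under 0.05 in each setting run, with p from 0.0012 to 0.0044.

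Replicate numbers are shared by the groups. Same-numbered libraries did not all deviate together (correlations of their deviations of 0.317, −0.01 and 0.386 for replicates 1, 2 and 3), so the main fit did not pair them. Libraries with different numbers had correlations from −0.371 to 0.0675, so replicates 1 and 3 may share a source of variation that was not identified. ECD_RS00330, chosen after its values were seen, rose with the replicate number in both groups, by more than the totals did. It had 2219, 6526 and 11866 reads with p*motB* and 1971, 4592 and 8910 with the vector. Whether the numbers pair the cultures therefore stays open, and the unpaired fit may have missed genes for this reason. With a replicate block, 90 genes were called up-regulated, 75 of them in Table S2 (*sieB* and *nanM* included) and 15 outside it, and 0 down-regulated.

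Among 26 named genes under all alternatives, 360 of 433 comparisons with the values given in the text kept their call, 65 lost it, 8 gained it and none changed direction. Of the 26, 10 lost their call with a mean of 5 reads required in both groups, 10 with the fold tested against 2 and 7 with total counts alone. The bounds for genes with 0 vector reads are lower with 3 reads in each vector library, for example at least 63.0-fold for λ*O*. At this depth the highest bound reached is 811-fold. Removal of rRNA and tRNA genes and the comparisons of GC content were not run, because the annotation and sequences they need were not used here.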

Differences from the paper's values

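For *int* (ECD_RS03715) the mean reads with p*motB* were 202 in the counts (156, 218 and 233), and the paper's value in Table S2 is 484. The mean of raw counts does not depend on the scaling or the test, and the highest of the 3 counts is also below the paper's value, so none of the alternatives set before the data were examined, with a p*motB* library left out or not, reaches it. The fold change of *int* here was 2.63.

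The paper's text gives 75 up-regulated genes and 22 with a report of H-NS regulation, against 79 and 20 here, within 1.5 times of the paper's. DESeq2 and the fit with a replicate block called all 75 genes of Table S2 and all 22 with a report, and filterByExpr called 74 and 21. *sieB* was also called with total counts alone, with filterByExpr and without p*motB* replicate 1, and *nanM* without p*motB* replicate 2.

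The paper names *zapA* as the host gene with the greatest fold change apart from DE3 and prophage genes. Here *zapA* was at rank 7 of the 32 called genes that Table S2 assigns to the host, with a fold of 6.78. With 1 library left out at a time its fold ran from 4.92 (without vector replicate 1, rank 9) to 11.0 (without vector replicate 3, rank 4, behind *bioD*, the *zapA* pseudogene and *bioC*). *bioD* had a fold of 16.9, the *zapA* pseudogene 13.9, *bioC* 11.1, *bioF* 10.8, *bioB* 8.39 and *bioA* 8.35. In the paper's Table S2 the 5 *bio* genes come in the same order and also have larger folds (the paper's 8.33 for *bioA* to 17.0 for *bioD*) than *zapA* (the paper's 7.27), so the difference lies with the sentence in the paper's text and not with the folds of its table. Outside the DE3 span and the 25 tested loci on each side of it, *zapA* was at rank 1 of 17.

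The paper places 7 phage genes above a single high fold. Here the ratio of λ*cII* was 2641 and that of λ*R* 1166. The other 5 genes had no vector read, and the counts place them at least 811-fold (λ*cI*), 276-fold (*ybcV*), 226-fold (*ybcW*), 203-fold (λ*S*) and 189-fold (λ*O*) higher. These bounds do not exclude the paper's folds.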

Other observations

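The tests in this part were chosen after the results were seen, except the one on whether the vector cells carry DE3.

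In the vector libraries, λ*cI* had 0 reads among 70956056 in total, and 20 of the 41 tested loci of the DE3 span had at most 3 reads over the 3 libraries. A lysogen transcribes *cI*, so a candidate explanation is that the vector cells lack the DE3 prophage. Against it, 7 loci of the span had at least 20 reads in every vector library, among them ECD_RS03850 with 7026 in total. Reads shared with related prophages elsewhere on the chromosome might account for those 7, and no sequences were used here to separate them. The T7 RNA polymerase gene of DE3, which was to decide the question, was not analysed here. The absence of the prophage from the vector cultures and a low level of transcription from it therefore cannot be told apart with these counts.

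In the opposite direction, 14 loci of the span (ECD_RS03880 to ECD_RS03910 and ECD_RS03935 to ECD_RS03965) held 11 reads in total over all 6 libraries, and 8 of them held 0, while the loci between these stretches (ECD_RS03915 to ECD_RS03930) had 75 to 290 reads in each p*motB* library. No explanation was tested.

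Genes with a report of H-NS regulation were a larger part of the Table S2 genes called away from DE3. The 5 *bio* genes beside the span, which Table S2 lists for an indirect effect through λ*Q*, were counted as without a report. Outside the span and the 25 tested loci on each side, 10 of 20 had a report (50.0%), and inside 10 of 53 (18.9%; two-sided Fisher's exact test, p = 0.0164). This is what H-NS targets being more common among the smaller changes far from the lysogen would give. Counting the *bio* genes as reported would narrow the difference, and the test was not run that way. Neighbouring genes share promoters and are not independent, the reports were collected by the paper, and lists of all H-NS targets were not used, so the comparison says nothing about enrichment over the genome. Of the 15 called genes beside the span, 9 were still at least 2-fold above the median of their unlisted neighbours, as were 23 of the 25 called genes elsewhere.

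Reads that match several copies may have been counted at each copy. Of the 40 loci with the most reads, 20 had another locus within 0.5% in every library, against 0 of the loci ranked 201 to 240. The totals would then exceed the number of reads, which bears on the scaling by total counts alone, while the 79 calls were the same without the top 20 loci.

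Reads of the *zapA* pseudogene in the DE3 span might have been counted on *zapA*. The pseudogene had 209 reads in the p*motB* libraries and *zapA* 86, so there were enough for it. Without sequences this cannot be told apart from a change of *zapA* itself.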
